A study of Caenorhabditis elegans with 6 samples.

How the data were processed

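The study measured mRNA by sequencing in mixed-stage Caenorhabditis elegans embryos, obtained by bleaching gravid adults per the labels. There were 6 libraries in 2 groups of 3 replicates. One group was the strain SEA06, which carries a deletion of rex-1 and was backcrossed, and the other was the wild-type strain N2. Groups and replicate numbers were taken from the sample titles. Per the labels' protocols, poly(A) RNA was selected with oligo(dT) beads and made into stranded libraries with dUTP, and fragments were selected on a gel. The protocols also describe larval and auxin experiments, which do not concern these 6 embryo libraries.

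Per the file headers, the authors deposited for each library a table of 20390 genes with an FPKM (fragments scaled to transcript length and to the mapped fragments of the library), a status and a TPM (the same value scaled to a fixed total). The deposited TPM values are proportional to the FPKM values within each file and sum to the same total in each. The aligner, the counting tool and their versions are not stated. The genome build is not stated either. Gene starts lie 1 base below those of the WBcel235 annotation for 7 of the 12 mitochondrial genes, so starts were read as counted from 0 and are printed counted from 1. On the nuclear chromosomes the median offset from WBcel235 drifts along each chromosome, reaching -102 bases in the last decile of the genes of chromosome III, so the files use another build. Coordinates are therefore given as in the files, and the WBcel235 tables served only for gene symbols, biotypes and transcript lengths. Of the 20390 names, 19880 had an entry in the RefSeq gene table of that assembly. A sequence name was turned into a symbol through that table. The 12 mitochondrial genes are listed at 0 in every library, and 2 names are given for a pair of loci each. In all, 28 genes carry the status FAIL in some library, of which 27 entered the tests.

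The authors also deposited a table of the deletion over N2 made with DESeq2, per its file name. It holds 17926 genes with a mean normalized count (baseMean, a signal in units of counts divided by size factors, per the file headers), a log2 fold change with its standard error, a test score and a p-value with its adjusted value. The version of DESeq2 the authors used, the filter and the libraries that entered that comparison are not stated. The adjusted p-value in the authors' deposited table is NA for 4522 genes, and these were left as NA. The counts behind it are not used here.

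Because TPM are not counts, the main test was limma (version 3.58.1 in R 4.3.3) on log2(TPM + 1), with lmFit and eBayes with an intensity trend, group as the only term and no covariates. Genes with a mean TPM of at least 1 over the 6 libraries entered, which left 13174. P-values are two-sided and adjusted with the Benjamini-Hochberg method, with a threshold of 0.05. Differences are on the log2(TPM + 1) scale, which understates the change of low genes. No fold is given where a group is listed at 0, since an exact 0 can be a failed estimate.

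Sets of genes were compared with camera of limma with a preset inter-gene correlation of 0.01. These were the X chromosome against the autosomes, each of the 6 nuclear chromosomes against the rest, windows of 1 Mb along X with at least 10 tested genes against the other X genes, and gene lists with at least 5 tested genes. Each family was adjusted on its own. The lists covered the dosage compensation machinery, sex determination, maternal transcripts of the early embryo, early zygotic genes, muscle and cuticle genes of late embryos, heat shock genes, vitellogenins and sperm genes. Single values per library were compared between the groups with exact two-sided permutation tests, which cannot go below p = 0.1 with 3 against 3.

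In each direction the text names the 5 genes with the largest absolute log2 difference among those past the threshold whose replicate values do not overlap between the groups and whose mean TPM is at least 5 in the higher group. It also names xol-1 and sdc-2 in any case, and each gene of the dosage compensation and sex determination lists past the threshold over all genes, of which there were 0 among 10 and 10 genes (at an unadjusted p under 0.05 there were 5 and 0). The groups, the tests, this naming rule, the gene lists and the alternatives were set before the data were examined, except those said to be chosen afterwards.

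The files give no read totals. In each library the lowest FPKM values fall on steps that correspond to single reads, and the ratio of these steps between libraries gave relative depths. Taking the longest annotated transcript less 200 nt as the effective length turned the steps into approximate totals. These totals rest on that assumed length, and the relative depths do not. The lowest steps recur in the FPKM of low genes, but reads per gene were not recovered for all genes, so no count test was run.

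Transcript length was the longest annotated transcript of the gene in the Ensembl annotation of WBcel235, available for 12935 (98.2%) of the tested genes. A trend with length was removed from each library, as an alternative chosen after seeing the data, with lowess (span 0.3, 3 iterations) on the deviations from each gene's mean. GC content was not analysed here, since no genome sequence was used.

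The steps were tested on simulated data with the means and spreads of the 13174 real genes. Of 200 genes changed 4-fold, drawn only from genes well above the expression filter, 137 (68.5%) were called, 0 of them in the wrong direction. Of 10950 unchanged autosomal genes, 1 was called. The simulated noise was independent between genes, without the variation that genes share in the real libraries and without a length trend. These shares therefore need not hold for the real data or for low genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

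The alternatives were a pseudocount of 0.1, no filter or a mean TPM of at least 5, FPKM in place of TPM, quantile normalization, median-ratio scaling on autosomal genes, eBayes without the trend, the replicate number as a term, leaving out each library in turn, an estimated inter-gene correlation and fry of limma, autosomal genes matched on expression, the mean in place of the median, and windows of 0.5 and 2 Mb. Chosen after seeing the data were removal of the length trend, transcripts of at least 500 nt, genes never marked FAIL, a score of embryo stage as a covariate, and the length removal combined with leaving out 1 N2 library or with the stage score. The stage score of a library is the mean deviation of the late muscle list minus that of the early zygotic list.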

Results

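The libraries measured mRNA in mixed-stage embryos of the rex-1 deletion strain (n = 3) and of wild-type N2 (n = 3). The rex-1 site is a stretch of the X chromosome at which the dosage compensation complex is recruited, and this complex lowers transcription from both X chromosomes of hermaphrodites. The question of the comparison is how expression changes, above all on X, when the site is deleted. The rex-1 site itself is not a gene of the deposited tables, so the deletion was not checked in these data, and its position was not used here.

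The single-read steps put the deletion replicates 1 to 3 at about 10500000, 23100000 and 25500000 reads, and the N2 replicates 1 to 3 at about 16500000, 8130000 and 24900000 reads. Relative to deletion replicate 1, the depths of the other deletion libraries were 2.21 and 2.44, and those of the N2 libraries 1.58, 0.778 and 2.38. The groups did not differ in depth beyond the spread of the replicates (exact permutation p = 0.6). The number of genes listed at 0 TPM was 4192, 3649 and 2987 in the deletion replicates and 3667, 4156 and 3597 in the N2 replicates. The deposited FPKM summed to 795002 ± 17902 in the deletion libraries and 924267 ± 11851 in the N2 libraries (SD, n = 3 each, exact permutation p = 0.1, the smallest this design allows).

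Across the 13174 tested genes, Pearson correlations of log2(TPM + 1) between libraries were 0.870 to 0.973 for the 6 pairs within a group and 0.880 to 0.951 for the 9 pairs between groups, so the ranges within and between groups overlapped. These correlations are across genes, which are not independent replicates. The first principal component held 56.2% of the variance and set N2 replicate 3 (score 79.9) and deletion replicate 2 (score 49.5) apart from the other libraries of both groups. The second held 27.2% and separated the groups. The labels give no sequencing batch.

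**Figure D1:**
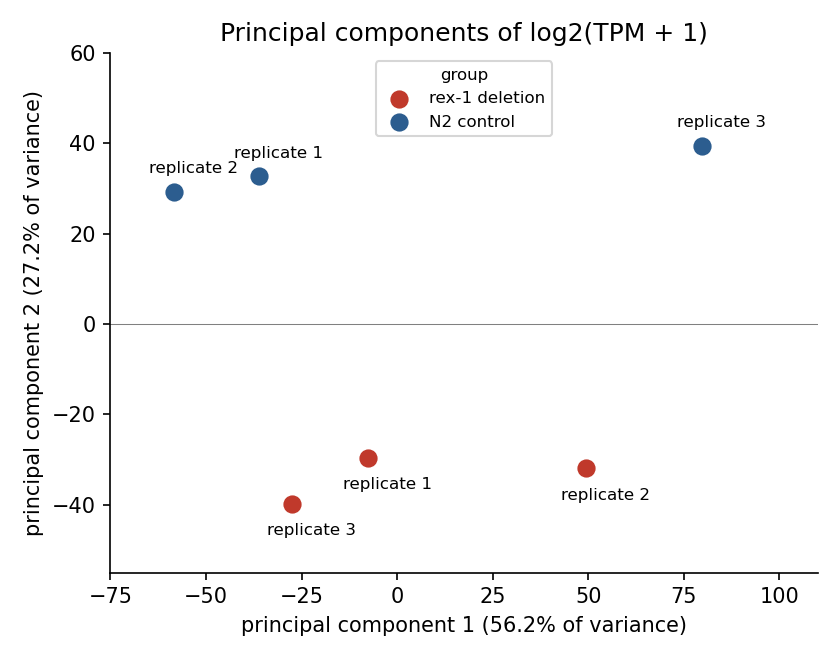
Scores of the 6 libraries on the first and second principal components of log2(TPM + 1), with the share of variance on each axis and a point per library. The second component (27.2%) separates the deletion from N2, while the first (56.2%) sets N2 replicate 3 and deletion replicate 2 apart from the rest.

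Of the 13174 genes, 160 passed an adjusted p of 0.05 in limma, 100 higher and 60 lower in the deletion, and 2852 had an unadjusted p under 0.05. The median log2 difference of all tested genes was 0.13, so most genes lay slightly higher in the deletion on the TPM scale. The called genes had absolute log2 differences from 0.86 upwards with a median of 1.29, and the median standard error over the tested genes was 0.30. In all 160 the replicate values of the groups did not overlap. Among all tested genes this held for 3744 (28.4%), where chance gives 10%. The smallest adjusted p was 0.000224.

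The number of called genes rested on single libraries and on the scaling. Leaving out N2 replicate 3 raised it from 160 to 2071 (1341 higher and 730 lower), the largest move among the alternatives set beforehand, and leaving out any other single library lowered it to 1, which was F54D12.4 each time, so the other genes named here lost their call without any one of those 5 libraries. With FPKM in place of TPM, 5 genes were higher and 40 lower, with quantile normalization 81 and 119, and with median-ratio scaling on autosomal genes 1 and 7. The median of all genes was -0.059, 0.050 and -0.0099 under these 3 scalings, against 0.13 with TPM, so a direction near these values depends on the scaling.

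**Figure D2:**
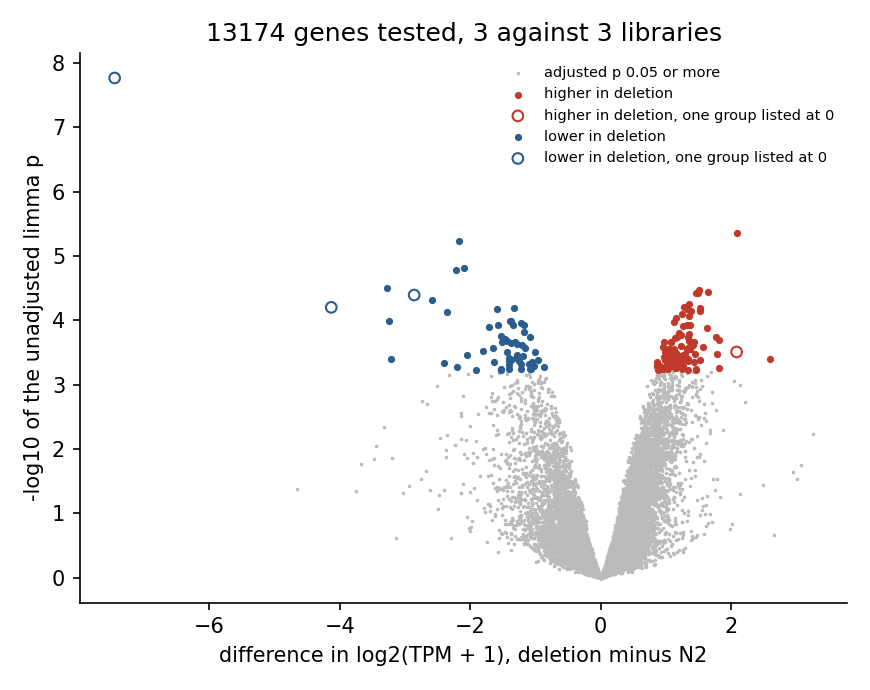
Each point is one of the 13174 tested genes, with the difference in log2(TPM + 1) between deletion and N2 (3 libraries each) on the horizontal axis and -log10 of the unadjusted limma p on the vertical axis. Red and blue mark the 100 higher and 60 lower genes, and open circles mark called genes for which a whole group is listed at 0, whose horizontal position is set by the pseudocount.

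The genes with the largest rises were protein-coding. TPM of C55B7.3 (chromosome I, 6499843 to 6501415) was 10.6 ± 3.62 in the deletion and 0.937 ± 0.611 in N2 (SD, n = 3 each), a log2 difference of 2.59 (SE 0.40, limma adjusted p 0.0478). For cec-1 (ZK1236.2, chromosome III, 8426265 to 8428509) TPM was 743 ± 54.98 against 174 ± 18.0 (SD, n = 3 each), a log2 difference of 2.09 (SE 0.16, limma adjusted p 0.0256). For csc-1 (Y48E1B.12, chromosome II, 13596883 to 13597965) TPM was 312 ± 55.1 against 91.3 ± 35.9 (SD, n = 3 each), a log2 difference of 1.82 (SE 0.29, limma adjusted p 0.0493). F40G9.17 (chromosome III, 194459 to 210062) had 62.1 ± 15.7 against 16.7 ± 2.57 TPM (SD, n = 3 each), a log2 difference of 1.81 (SE 0.25, limma adjusted p 0.0478). F40G9.17 overlaps W10C4.1 in the files, and whether the counting used strand is not stated, so its value is uncertain. Y73E7A.1 (chromosome I, 1629005 to 1633498) had 245 ± 11.7 against 73.5 ± 28.5 TPM (SD, n = 3 each), a log2 difference of 1.79 (SE 0.27, limma adjusted p 0.0478). The authors' deposited table gives log2 fold changes of 3.66, 1.94, 1.37, 1.68 and 1.32 for these 5 genes in the same order, with adjusted p-values of 2.71e-06, 2.44e-11, 0.0338, 0.00155 and 0.0267.

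Among the genes with the largest falls, col-43 (ZC513.8, chromosome V, 8049724 to 8050873) had a TPM of 1.57 ± 0.618 in the deletion and 24.2 ± 7.64 in N2 (SD, n = 3 each), a log2 difference of -3.28 (SE 0.33, limma adjusted p 0.0440). It belongs to the collagen family, whose members can share reads, so its value is uncertain. C17F4.12 (chromosome II, 3243677 to 3244166) had 5.72 ± 3.18 against 58.1 ± 20.9 TPM (SD, n = 3 each), a log2 difference of -3.21 (SE 0.49, limma adjusted p 0.0478). The authors' deposited table gives log2 fold changes of -3.28 for col-43 and -3.49 for C17F4.12, with adjusted p-values of 3.44e-10 and 7.22e-08.

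The other lowered genes under the naming rule were at or near 0 in the deletion. F54D12.4 (chromosome II, 1368097 to 1368306) was listed at 0 in the 3 deletion libraries and at 199, 195 and 136 TPM in the N2 replicates (limma adjusted p 0.000224). For F54D12.4 the authors' deposited table, made from counts, gives a mean normalized count of 111 and a log2 fold change of -0.96 with an adjusted p-value of 0.211, and the gene has no entry in the WBcel235 annotation. The pseudogene Y32H12A.9 (chromosome III, 5352802 to 5353150) was listed at 0 in the 3 deletion libraries and at 11.4, 34.9 and 11.1 TPM in N2 (limma adjusted p 0.0440). The pseudogene Y46H3C.4 (chromosome V, 1687495 to 1689685) had 0, 0.016 and 0.122 TPM in the deletion replicates and 6.73, 6.36 and 16.3 in N2 (limma adjusted p 0.0440), while the authors' deposited table gives it a log2 fold change of 0.52 at a mean normalized count of 2.97. Reads of pseudogenes can be shared with related genes, so these values are uncertain.

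In the authors' deposited table, 629 genes had an adjusted p-value under 0.05, 191 higher and 438 lower in the deletion. Of the 13054 genes both in the authors' deposited table and tested here, 86.6% had the same direction, with a Pearson correlation of the log2 values of 0.836 across genes. Of the 160 genes called by limma, 129 were called in the authors' deposited table and 24 were not, and 7 had no adjusted p-value there. All 129 had the same direction in both.

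For the 2055 tested X-linked genes the median log2 difference was 0.069, against 0.15 for the 11119 autosomal genes. The difference of -0.076 did not pass in camera (p = 0.0924), and p was 0.593 with fry and 0.681 with an estimated inter-gene correlation. Leaving out N2 replicate 3 moved the difference most among the alternatives set beforehand, to -0.22 with a camera p of 0.00291. Without N2 replicate 3, fry gave p = 0.0890 and the estimated correlation p = 0.377, so that call did not hold under either. Without deletion replicate 3 the difference was -0.12 (camera p 0.0389). In the authors' deposited table the median log2 fold change was -0.11 for X-linked and -0.0038 for autosomal genes, a difference of -0.11.

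Within each library, the median log2(TPM + 1) of X-linked genes minus that of autosomal genes was -0.48, -0.75 and -0.49 in deletion replicates 1 to 3 and -0.29, -0.25 and -0.85 in N2 replicates 1 to 3. The means were -0.57 ± 0.15 and -0.46 ± 0.33 (SD, n = 3 each), a difference of -0.11 (exact two-sided permutation p = 0.6). This difference was smaller than the spread of the N2 replicates. With N2 replicate 3 left out the N2 mean was -0.27 and the difference -0.30. X-linked genes took 11.3% ± 0.329 of all TPM in the deletion and 11.6% ± 0.243 in N2 (SD, n = 3 each, exact permutation p = 0.2).

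**Figure D3:**
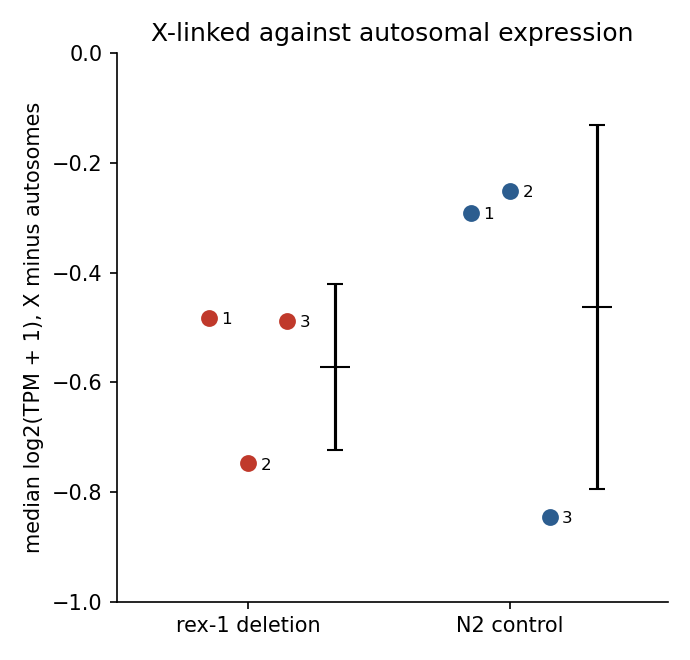
Median log2(TPM + 1) of X-linked genes minus that of autosomal genes, a point per library with its replicate number, and the mean with its SD (n = 3) in black for each group. The groups overlap, and N2 replicate 3 (-0.85) lies below the 3 deletion libraries while the other N2 libraries lie above them.

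None of the 6 nuclear chromosomes stood apart from the rest: 0 passed an adjusted camera p of 0.05 and 0 had an unadjusted p under 0.05. The adjusted p of X was 0.441, and X had the lowest median log2 difference of the 6 chromosomes (0.069), next to chromosome V (0.078), with chromosome I highest (0.19). Without N2 replicate 3, 1 chromosome passed, X, with an adjusted camera p of 0.0174. Across the alternatives the smallest adjusted p of any chromosome lay between 0.000685 and 0.895.

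Among the 100 genes called higher, 4 were X-linked, while 15.6% of the tested genes were (Fisher's exact test against autosomal genes, two-sided p = 0.000442). Among the 60 called lower, 7 were X-linked (11.7%). Of the 191 higher genes in the authors' deposited table, 15 were X-linked, with X holding 15.5% of its genes with an adjusted p-value (Fisher's exact two-sided p = 0.00236). Of the 438 lower genes there, 56 were X-linked (12.8%). The shares among lower genes were not tested. Genes are not independent replicates, so these p-values describe the called sets.

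Along X, 18 windows of 1 Mb held 71 to 144 tested genes each. Their median log2 differences relative to the median of all tested X genes ran from -0.11 to 0.10. By camera 0 of the 18 windows passed an adjusted p of 0.05 and 0 had an unadjusted p under 0.05, and the smallest adjusted p was 0.931.

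Of the 8 gene lists tested with camera, 0 passed an adjusted p of 0.05 and 3 had an unadjusted p under 0.05. These 3 shared an adjusted p of 0.0561. The dosage compensation genes had a median log2 difference of 0.51, with 9 of 10 genes higher in the deletion, the late cuticle genes 0.33 with 8 of 12 higher, and the vitellogenins -1.15 with 0 of 6 higher. The vitellogenins were near the floor, with a highest mean TPM of 4.53. The medians of the other lists were 0.65 for late muscle (15 of 15 higher), 0.28 for maternal genes (14 of 19), 0.28 for sex determination (6 of 10), -0.097 for early zygotic genes (5 of 12) and -0.32 for heat shock genes (2 of 11), with adjusted p-values of 0.194 to 0.625. The late muscle median rested on N2 replicate 3: it was -0.083 without that library, 0.25 without deletion replicate 3, 1.01 without deletion replicate 2 and 1.06 without N2 replicate 2. The vitellogenin median was -0.41 without N2 replicate 1 and -1.82 without N2 replicate 2. With fry and with an estimated correlation 0 lists passed either, with adjusted p-values of at least 0.449. Of the 33 sperm genes only 1 reached the expression filter, with a mean of 1.36 TPM, and that list was not tested. Leaving out deletion replicates 1, 2 and 3 gave 4, 1 and 1 lists past the threshold, and leaving out N2 replicates 1, 2 and 3 gave 0, 3 and 1. The list that passed without N2 replicate 3 was that of the dosage compensation genes, with an adjusted p of 0.00195, and over the 21 alternatives run for this list its adjusted p ran from 0.00195 to 0.888.

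Among the single genes of the dosage compensation list, 2 passed a limma p of 0.05 adjusted over the list alone, 0 passed over all genes tested, and 5 had an unadjusted p under 0.05. These 2 were chosen after their values were seen: dpy-26 (log2 difference 0.86, SE 0.22) and dpy-21 (0.63, SE 0.15), each with a limma p of 0.0305 adjusted over the list alone. The authors' deposited table gives log2 fold changes of 0.65 for dpy-26 and 0.43 for dpy-21, with adjusted p-values of 0.369 and 0.496. Of the sex determination list 0 passed adjusted over the list alone, 0 over all genes tested, and 0 had an unadjusted p under 0.05. TPM of xol-1 (C18A11.5, X, 8041278 to 8044360) was 9.80 ± 1.21 in the deletion and 5.54 ± 3.76 in N2 (SD, n = 3 each), a log2 difference of 0.86 (SE 0.41, limma adjusted p 0.291). Without N2 replicate 3 the N2 mean of xol-1 was 3.38 TPM and the log2 difference 1.30 (limma adjusted p 0.0252, against 0.0134 to 0.613 over the 20 alternatives run for this gene). TPM of sdc-2 (C35C5.1, X, 11522647 to 11533384) was 25.8 ± 2.71 in the deletion and 21.3 ± 3.41 in N2 (SD, n = 3 each), a log2 difference of 0.27 (SE 0.20, limma adjusted p 0.512).

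The difference between the groups followed transcript length. Across the 12935 genes with a length, Spearman's rho of the log2 difference with length was 0.41, and 0.40 for the log2 fold changes of the authors' deposited table. The median log2 difference was -0.35 in the quintile of genes with the shortest transcripts (105 to 787 nt), then 0.015, 0.13 and 0.19, and 0.39 in the quintile with the longest (from 2330 nt). The corresponding medians in the authors' deposited table were -0.62, -0.17, -0.030, 0.042 and 0.24. Of the called genes with a length, 48 lower and 4 higher ones fell in the shortest quintile, and 1 lower and 26 higher ones in the longest. The slope of a library's deviation on log2 length was 0.0895, 0.133 and 0.147 in the deletion replicates and -0.139, -0.125 and -0.105 in N2 (exact two-sided permutation p = 0.1, the smallest 3 against 3 allows). With this trend removed from each library, a step chosen after seeing the data, 0 genes passed an adjusted p of 0.05 and 1783 had an unadjusted p under 0.05. Under this removal the median of the dosage compensation list was 0.090 (camera adjusted p 0.888), that of the late cuticle list -0.048 (0.415), and the log2 difference of sdc-2 -0.20. The vitellogenins had a median of -1.58 there and passed (camera adjusted p 0.00963). The log2 differences of cec-1 and col-43 were 1.97 and -3.35 under it, each with a limma adjusted p of 0.129. The dosage compensation median depended on the fit. It was 0.38 (camera adjusted p 0.0918) when N2 replicate 3 was also left out. With length removal and a score of embryo stage as a covariate it was 0.30 (camera adjusted p 0.0946).

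**Figure D4:**
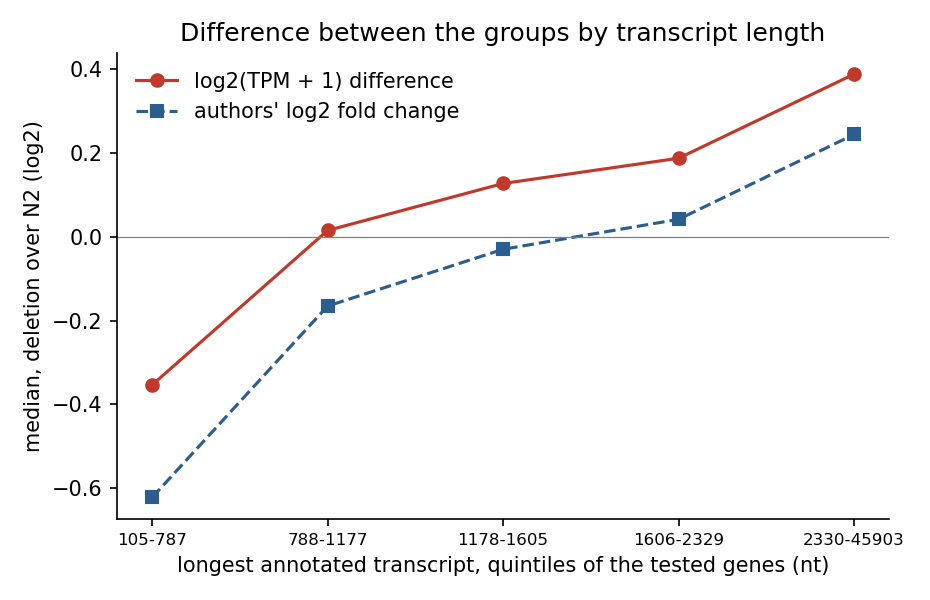
Median log2 value of deletion over N2 in quintiles of the tested genes by longest annotated transcript (nt), from the TPM (circles) and from the authors' deposited table (squares). Both rise with length, from -0.35 to 0.39 and from -0.62 to 0.24.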

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

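The number of called genes (160: 100 higher, 60 lower) moved under most alternatives. A pseudocount of 0.1 gave 38 (19 higher, 19 lower), no filter 3 (1 and 2), and a mean TPM of at least 5 gave 395 (261 and 134). FPKM gave 45 (5 and 40), quantile normalization 81 and 119, median-ratio scaling 8 (1 and 7), and eBayes without the trend 1 (0 and 1). The cause was not tested. Across the 6 fits that each left out one library, the count ran from 1 to 2071 (0 to 1341 higher, 1 to 730 lower). Only the fit without N2 replicate 3 gave 2071, and it held all 160. The authors' deposited table had 629 genes at 0.05 (191 and 438) and 258 at 0.01.

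Of the alternatives chosen after seeing the data, removing the length trend left 0 called genes (0 higher, 0 lower, 1783 at an unadjusted p under 0.05) and transcripts of at least 500 nt left 1 (1 higher, 0 lower). The stage score as a covariate gave 4363 (2590 and 1773). Length removal without N2 replicate 3 gave 1001 (676 and 325), and with the stage score 3923 (2118 and 1805). Genes never marked FAIL gave 160 as before.

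The X minus autosome difference stayed negative under every alternative run, from -0.26 to -0.022, but its side of the threshold did not hold. It passed in camera with length removed (-0.10, camera p 0.0203, but 0.510 with fry and 0.293 with an estimated inter-gene correlation), with transcripts of at least 500 nt (-0.089, camera p 0.0350), with the stage score (-0.17, camera p 0.00947), with length removal without N2 replicate 3 (-0.26, camera p 0.000114) and with length removal and the stage score (-0.21, camera p 0.000377). Across the 6 fits that each left out one library it ran from -0.22 to -0.022, and it passed without N2 replicate 3 (-0.22) and without deletion replicate 3 (-0.12). With an estimated inter-gene correlation the stage score and the combined fits gave p = 0.447, 0.0623 and 0.0852, so none of these calls held there. With fry they gave 0.00832, 0.0548 and 0.00982, so those with the stage score held. The number of chromosomes past the threshold was 0 to 1 across the fits that left out one library, with 1 only without N2 replicate 3. It was also 1 in both fits that combined length removal with another step. Windows along X gave 0 under all alternatives run.

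The count of gene lists past the threshold (0 of 8) became 1 with quantile normalization, 1 with length removed and 1 with the stage score (dosage compensation, 0.65). With no filter it became 3 of 9: dosage compensation, vitellogenins and sperm (median -0.11). The sperm list was tested only there, since 32 sperm genes near the floor then entered. Dosage compensation and vitellogenins passed there with the same medians as in the main fit, and the cause was not tested. The other alternatives chosen after seeing the data gave 0. It ran from 0 to 4 across the fits that left out one library. It was 4 without deletion replicate 1, 1 without deletion replicate 2, 1 without deletion replicate 3, 3 without N2 replicate 2 and 1 without N2 replicate 3. Camera compares a list with all other genes, and that direction reversed for maternal genes without deletion replicate 3 (median 0.16) and without N2 replicate 1 (0.053), for sex determination without N2 replicate 1 (0.033) and with length removed (0.025), for early zygotic genes without N2 replicate 3 (0.18) and with length removed (-0.056), and for heat shock genes without N2 replicate 3 (-0.037). Under the stage score early zygotic genes reversed to 0.054. Length removal without N2 replicate 3 reversed early zygotic (0.21), heat shock (0.42) and late muscle genes (-0.20), and length removal with the stage score reversed the same 3 lists (0.099, -0.085 and -0.11). The stage score is built from the early zygotic and late muscle lists, so it says nothing of these. Over the fits that left out one library, the list medians ran from 0.053 to 0.51 (maternal), 0.033 to 0.53 (sex determination), -0.25 to 0.18 (early zygotic), -0.95 to -0.037 (heat shock), -0.083 to 1.06 (late muscle), -1.82 to -0.41 (vitellogenins), 0.39 to 0.72 (dosage compensation) and 0.29 to 0.36 (late cuticle). With length removed, sdc-2 reversed to -0.20. Its transcript has 9247 nt and the removal subtracts a trend that rises with length, so the change is that subtracted trend. The causes of the list reversals were not tested. No other named gene or list reversed. Other values of named genes that lost their call with the same direction numbered 59 under the remaining alternatives and 45 under the fits that left out one library, and 3 and 1 values gained it, all of xol-1, which had 1.30 without N2 replicate 3. Among lists, 7 and 10 values gained a call with the same direction.

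With the replicate number as a term (replicate block), 0 genes passed (0 higher, 0 lower) and 2 lists did. Deviations of same-numbered libraries from their group means correlated at 0.31, -0.72 and -0.63, which gives no sign that the numbers pair the libraries. The labels give no batch, so a batch shared by number cannot be excluded.

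The depths, about 8130000 to 25500000 reads, limit genes near 1 TPM, where a library of low depth has few reads. With 3 against 3 an exact test of a single value cannot go below p = 0.1.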

Other observations

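The tests of the authors' effective lengths, of the TPM estimate, of calls without N2 replicate 3, of transcripts listed at 0 and of the stage score were chosen only after the pattern they address was seen.

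The 6 libraries can be split 3 against 3 in 10 ways. The real split was the only 1 of the 10 with as many as 160 called genes, and the others gave 0. At an unadjusted p under 0.05 the real split had 2852 genes, but the split of deletion replicates 1 and 2 with N2 replicate 3 against the rest had 2724 and that of deletion replicate 1 with N2 replicates 1 and 2 had 1575, so the unadjusted count sets the real split apart far less. For X against the autosomes 6 of the 10 splits gave as small a camera p, for the smallest p of a single chromosome 6 of 10, for windows along X 10 of 10 and for the gene lists 10 of 10. With 10 splits the share cannot fall below 0.1, so these counts alone cannot exclude a chance division of the libraries. The set tests with a preset correlation gave small p-values for divisions that mix the strains, which argues for reading them beside fry and the estimated correlation.

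Short transcripts were lower and long transcripts higher in the deletion libraries, in the TPM and in the authors' deposited table. The authors' quantification did differ between the groups. The value of 1 read, compared between libraries, followed transcript length across genes in the 9 pairs of libraries from different groups. Its rho there was -0.873 to -0.792. In the 6 pairs within a group the absolute rho was at most 0.0816, and in all 6 the value was the same for short and long transcripts. The direction of this difference argues against it as the cause of the trend, for the genes compared. The log2 ratio of deletion over N2 was 0.00891 higher for transcripts under 800 nt than for those of at least 2000 nt. The trend, 0.74 between the medians of the shortest and the longest quintile, went the opposite way. Only genes with an FPKM under 0.3 and a ratio close to the most common one were compared. A large difference could therefore not have been seen, and the size of the 0.00891 decides nothing. Other differences in the quantification of the groups were not tested. The TPM estimate as the source is argued against by the authors' fold changes from counts, which gave a rho of 0.40 with length across genes. Embryo age along the main axis of replicate variation is argued against as well, though only by 1 far library in each group. N2 replicate 3, at one end of that axis, had a length slope only 0.0268 above the mean of the other N2 libraries. Deletion replicate 2, the other library set apart on that axis, had a slope of 0.133, between the 0.0895 and 0.147 of the other deletion libraries. The groups differed by 0.246. RNA quality or library preparation stays open as well. The lowest deletion slope lay 0.195 above the highest N2 slope, so any preparation batch that coincided with the groups cannot be told apart from the strain. The deletion itself or another strain difference also stays open, untested.

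Whether this length trend could account for all called genes was examined by removing it. In the 6 libraries 0 genes then passed an adjusted p of 0.05. Median-ratio scaling, which leaves the trend in place, also left only 8, so this count alone does not decide for the 160. Without N2 replicate 3, 1001 genes passed after removal, against 2071 before. Of the 160 called genes, 156 had a length, and 121 of them were among the 1001. This argues against the length trend as the whole cause of the differences seen without that library. In the 6 libraries with the stage score as a covariate, 3923 genes passed after removal, against 4363 before. All 156 called genes with a length were among the 3923. These 156 were chosen for large differences in the same 6 libraries, so their passing was likely beforehand and decides nothing for them. The score was also computed from the same values and had r = -0.919 with the first principal component. Under that covariate, chosen after seeing the data, the 3923 argue against the length trend as the whole cause of the differences seen with it. A preparation difference unrelated to length, and the strain, remain open.

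In all, 20 genes were listed at 0.1 TPM or less in the 3 deletion libraries with a mean of at least 3 TPM in N2, and 5 genes the other way round. Limma called 3 of the 20 and 1 of the 5. Many of the 20 were also listed at 0 in some N2 library, and some N2 means rest on 1 library. Y17D7B.10, for instance, had 0, 0 and 673 TPM in the N2 replicates. Of the 18 of the 20 with a known length, 16 had transcripts under 500 nt, against 7.44% of the tested genes. If their transcripts were missing from the deletion libraries, the authors' counts would give strongly negative fold changes. Of the 20, 4 have no entry in the authors' deposited table. Another 11 have a mean normalized count of at most 3.68 there, and 10 of these have a log2 fold change below -1, from -5.48 to -2.33, the direction that missing transcripts predict, while 1 has 1.54. These genes were chosen for low values in the deletion and rest on few counts, so the question stays open for them. The remaining 5 had a mean normalized count of at least 5 in the authors' deposited table. All of these had a log2 fold change above -1 there, from -0.96 for F54D12.4 to 0.84. For these 5 the listed 0 may therefore be a failed estimate. In the WBcel235 annotation K07C5.13 and Y82E9BR.6 have transcripts of 654 and 568 nt, and F54D12.4 has no known length. The deposited loci of the first 2 (V, 10342509 to 10342589, and III, 1381437 to 1381619) are too short to hold such transcripts. Short length as a common feature of these 5 is therefore not excluded. Of these 5, only F54D12.4 was listed above 0 in every N2 replicate.

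X-linked genes were rare among those called higher (4 of 100). Autosomal genes in the same quintiles of expression and transcript length would give 14.7 X-linked genes. In 10000 random binomial draws at those rates so few occurred with p = 0.0011. The draws treat genes as independent, which they are not, so this p-value describes the called set only. For that set it argues against expression level and length, as matched in quintiles, as the reason. X also held fewer of the higher genes without N2 replicate 3 (82 of 1341, 6.11%), with the stage score as a covariate (225 of 2590, 8.69%) and with the length trend removed without N2 replicate 3 (37 of 676, 5.47%), against 15.6% of the tested genes, or 15.5% of those with a length. Among the lower genes X also held less than its share in the 6 libraries (7 of 60, 11.7%) and in the authors' deposited table (56 of 438, 12.8%); these lower shares were not tested and were not matched on length. It held more than its share without N2 replicate 3 (141 of 730, 19.3%), with the stage score (329 of 1773, 18.6%) and with the length trend removed without N2 replicate 3 (70 of 325, 21.5%). A hypothesis is that X-linked expression may be slightly lower relative to autosomes in the deletion strain, with differences from -0.26 to -0.022 on the log2 scale over the alternatives run. It remains a hypothesis, since the pattern was found in these data, the difference of the libraries had an exact permutation p of 0.6, and a preparation batch or embryo composition that differed between the groups stays open.

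The X minus autosome difference varied within the groups, and embryo age is a candidate explanation. Over the 6 libraries it had a Pearson r of 0.825 with the stage score (exact permutation p = 0.0486, adjusted 0.0486 over the 2 relations computed) and a Spearman's rho of 0.60 (exact permutation p = 0.242, adjusted 0.242). Without N2 replicate 3 and deletion replicate 2, the libraries farthest from the median score, r was -0.42, so the relation rests on these libraries. The first principal component had r = -0.919 with the stage score (exact permutation p = 0.0167, adjusted 0.0333), rho = -0.714 (p = 0.136, adjusted 0.242) and r = -0.10 without the same libraries. Whether age explains the spread is left open by the small number of libraries. Each group alone has 3 libraries, too few for a value within groups.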
